A study of Mus musculus with 3 samples. Its data were reported in "Ablation of the Cardiac-Specific Gene Leucine-Rich Repeat Containing 10 (Lrrc10) Results in Dilated Cardiomyopathy" (2012).

How the data were processed

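RNA from hearts of mouse embryos at embryonic day 15.5 was compared on 3 two-colour Agilent whole-mouse-genome arrays (60-base probes, 41174 gene probes on each). Per the labels and the study's methods, each array carried 1 pool of 2 Lrrc10-/- hearts labelled with Cy5 (red) and 1 pool of 2 wild-type hearts labelled with Cy3 (green). The 3 arrays are the 3 replicates, numbered as in the labels, and each array is 1 replicate of the comparison. The dyes were not exchanged on any array, so genotype and dye are confounded throughout. The labels of the wild-type channel also hold an entry that gives an adult age beside embryonic day 15.5. The embryonic age, which the other labels give, was taken.

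The deposited scanner files hold spot intensities. Per the file headers, they were made with Agilent Feature Extraction 9.1.3.1 and a G2505B scanner for replicate 1, with a protocol edited to local background, and with Feature Extraction 10.7.3.1 and a G2505C scanner for replicates 2 and 3. The processed intensity of each channel had been background-subtracted, spatially detrended and dye-normalized by the authors' software (linear and lowess). The deposited log10 ratio is log10 of processed Cy5 over processed Cy3 (within 0.001), except at 798, 1792 and 6525 gene spots of replicates 1, 2 and 3, none well above background in either channel, where it is set to 0, and the deposited p-value of each spot is the software's own test of that ratio within 1 array. The deposited series table equalled these log10 ratios spot by spot (largest difference 0), so its scale, centring and direction are those of the software, with medians of -0.0081, -0.0060 and 0 for replicates 1, 2 and 3. The study describes a selection by a p under 0.05, a processed signal of at least 20 and a 1.2-fold change in 1 direction on all arrays. That selection was made with the EDGE3 software, whose step was not rerun here. Which of several possible p-values it filtered on was not settled, and the scanner software's p per array was used.

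Log2 ratios of Cy5 over Cy3 were computed with limma 3.58.1 in R 4.3.3. The mean signal of each spot was corrected with normexp on its median local background (offset 50), and ratios were normalized by loess within each array, with control spots at weight 0. Control spots and spots with a non-uniformity flag were left out, and spots of 1 probe were averaged. Non-uniformity flags in Cy3 fell on 8, 612 and 21 gene spots of replicates 1, 2 and 3. A probe was tested if it was well above background, by the software's flag, in Cy5 on all 3 arrays or in Cy3 on all 3 arrays, which left 28326 probes. Each probe's log2 ratios were tested against 0 with limma (lmFit with an intercept, eBayes without trend, two-sided). A probe had 3 ratios, or 2 where its spots on 1 array had been left out. The p-values were adjusted by Benjamini-Hochberg over all tested probes, with a threshold of 0.05. Saturated spots were kept. A channel was counted as saturated where the software's flag was set or the mean signal was within 1% of the scanner's limit, because on replicate 2 the flag was set on 0 Cy3 gene spots although 455 lay at that limit. No fold is given for a probe saturated in both channels.

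Gene symbols are those of the files, updated through RefSeq accessions with a table of the GRCm38.p6 assembly: the accessions of 26888 of the 27808 probes with a RefSeq accession matched, a name that is a synonym of 1 gene was updated too, and the file's name was kept otherwise. Probe positions are those of the files (mm9). A gene with several probes is represented by the tested probe of highest mean intensity. The genes named are Lrrc10, 9 genes the study names at this stage, Nppb, Myh7 and Acta1, 5 sex-linked genes, and, among probes whose symbol is in that table, the 5 that rose and the 5 that fell most among those past the threshold and in 1 direction on all 3 arrays, 1 per gene. Where fewer than 5 passed, those of lowest p in that direction fill the list and are named as not passing. Of the probes this rule picks, 1 is not reported here.

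Gene lists were written from general knowledge, since no pathway database was used here, and tested with camera on limma's moderated statistics, 1 probe per gene, with a preset correlation of 0.01 and Benjamini-Hochberg over 4 lists (actin cytoskeleton, focal adhesion, oxidative phosphorylation, cardiac muscle contraction). The 1.2-fold rule was applied to the software's log ratios, and the exact binomial interval of a share is at 95% over probes, which are not independent. The groups, the tests of the comparisons in the results, the rule for named genes and the alternatives were fixed before the data were examined, except that correction for the base content of probes and keeping non-uniform spots were chosen after seeing the data. Tests of explanations are named in the closing observations where they were chosen or altered later. The alternatives cover background correction, normalization, scaling, filters on dim probes, the methods' t-test, array weights, an intensity trend, a separate-channel analysis, the software version as a block, the series table, each array left out in turn, other forms of the 1.2-fold rule and other set tests.

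The steps were tested on simulated data, made from the real spot intensities with a curved dye bias and known changes in 200 of the 28326 tested probes. The other probes of the focal adhesion list were shifted by 0.2 in log2 ratio and are not counted among the 200. The simulated dye bias depended on intensity only, so the counts below do not bear on a dye effect particular to a probe. At 2-fold, 20.9% of changed probes were called, and at 4-fold 63.6%, with 1 unchanged probe called and 0 calls in the wrong direction. At 1.5-fold 0 were called. The 1.2-fold rule without a p criterion passed 448 simulated probes, of which 175 were among the 200 changed, and 267 with the sign of 1 array turned. Most of the probes it passed there were thus not among the 200, though some may be of the shifted list. A first criterion, that the slope of estimated on true log2 ratio lie within 0.1 of 1 over all of the 200 probes, was not met: the slope was 0.850. With the background known exactly the slope was 0.996, and without the offset 1.03. With the offset it was 0.656 among the dimmest of 4 equal groups of probes by intensity, 0.851 in the next, and 0.958 and 0.945 in the brighter groups. The offset thus shrinks the ratios of dim probes. It was kept, and the criterion was replaced after this was seen by a criterion on the slope with known background and in the brighter groups, which was met. Log2 ratios of dim probes given here are therefore too small in size.

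The number of arrays limits the precision. The share of gene spots well above background in Cy5 was 88.9%, 82.4% and 63.9% on replicates 1, 2 and 3, and in Cy3 87.2%, 93.2% and 69.3%.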

Results

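Lrrc10 encodes a leucine-rich repeat protein of heart muscle cells. Transcripts of Lrrc10-/- and wild-type mouse hearts, taken at embryonic day 15.5, were measured against each other on 3 two-colour arrays. The question was which transcripts differ when the gene is lost before birth. Each array compared 1 pool of 2 hearts labelled Lrrc10-/- (Cy5) with 1 pool of 2 hearts labelled wild type (Cy3). Median background-subtracted signals of gene spots were 149, 335 and 130 in Cy5 and 89.6, 340 and 102 in Cy3 on replicates 1, 2 and 3. The number of arrays limits the precision of every value below.

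The targeted gene was examined first, as a check of the labels. Lrrc10 was read by 1 probe (A_51_P441687, chromosome 10, 116483517 to 116483576, mm9). Its signal was higher in Cy5, the channel labelled Lrrc10-/-, on 3 of 3 arrays. Processed signals were 6294, 8521 and 12637 in Cy5 and 281, 237 and 200 in Cy3 on replicates 1, 2 and 3, and both channels were well above background on all arrays. The log2 ratio after loess was 3.99, 4.78 and 4.45, with a mean of 4.41 ± 0.40 (SD, n = 3) and a limma adjusted p of 0.000386. The software's own ratios were 22.4-, 36.0- and 63.2-fold. The targeted gene thus goes against the labels. All directions below are stated for the channel labelled Lrrc10-/- (Cy5) over the channel labelled wild type (Cy3), and if the labels were exchanged, higher and lower would change places in every comparison. The direction of Lrrc10 was the same under all alternatives, but its adjusted p was 0.504 under the methods' t-test.

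Sex-linked genes also differed between the pools, and differently on each array. The Eif2s3y log2 ratio was 0.37, 5.23 and 4.36 on replicates 1, 2 and 3 (mean 3.32 ± 2.59, SD, n = 3), and its limma adjusted p was 0.133. Its processed Cy3 signal was 2393 on replicate 1, 14.7 on replicate 2 and 7.24 on replicate 3, where it was not well above background. Ddx3y in Cy3 was well above background on 1 of 3 arrays, and its log2 ratio averaged 1.97 ± 1.23 (SD, n = 3; limma adjusted p of 0.0685). Kdm5d and Uty were higher in Cy5 by 0.63 and 0.24 on average, each well above background in Cy3 on 2 of 3 arrays. Where Cy3 was not well above background the size of the ratio depends on the processing: with the software's processed signals the means were 6.01 for Eif2s3y, 5.18 for Ddx3y, 2.14 for Kdm5d and 1.09 for Uty. Xist was lower in Cy5, at -0.30, -0.25 and -2.71 on the 3 arrays, with a limma adjusted p of 0.353. A further Xist probe was higher in Cy5 on replicate 1, at 0.22, and lower on the others. No sex-linked gene was called by limma with all 3 arrays weighted equally and no intensity trend. Ddx3y was called with arrayWeights (adjusted p of 0.0470), with an intensity trend (limma adjusted p of 0.0313) and without replicate 3. Eif2s3y was called without replicate 1, at 4.79 (limma adjusted p of 0.0410), and without replicate 3, at 2.80 (limma adjusted p of 0.000280).

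**Figure D1:**
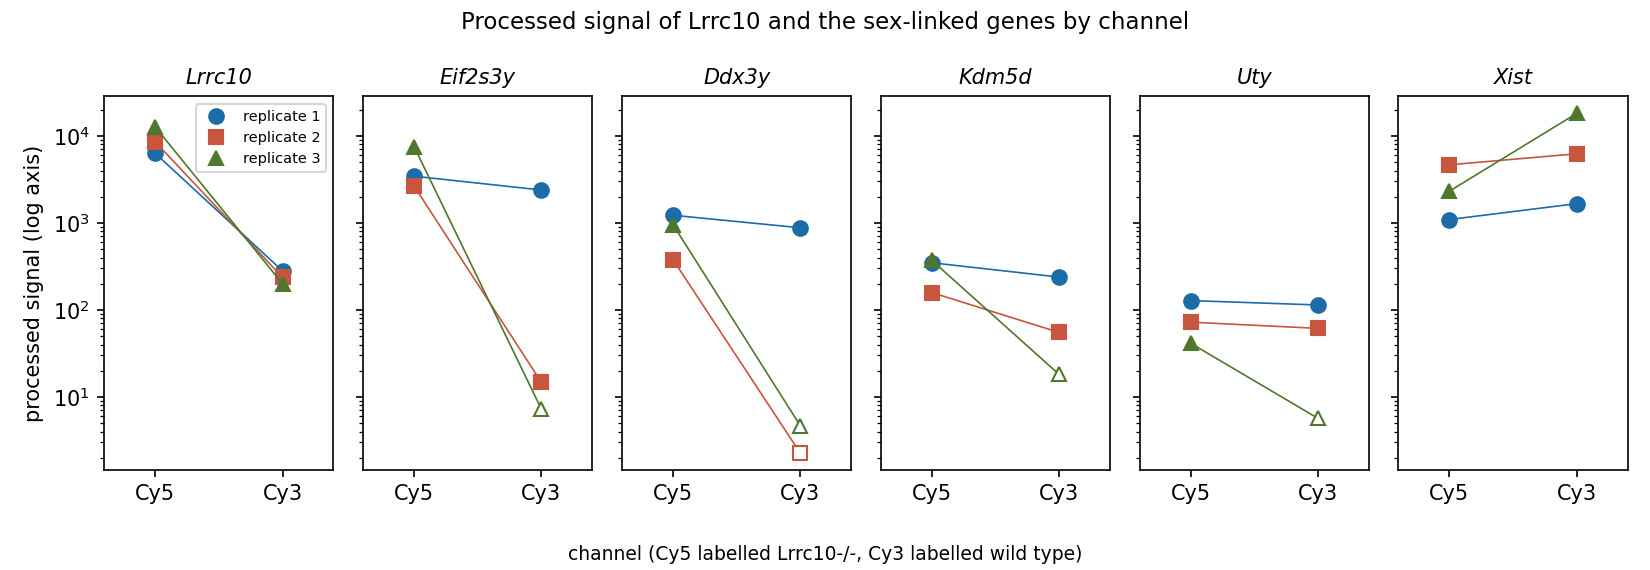
Processed signal (log axis) of Lrrc10 and 5 sex-linked genes in Cy5, labelled Lrrc10-/-, and Cy3, labelled wild type, with 1 symbol per array joined by a line and open symbols where the software did not flag the spot as well above background. Lrrc10 lies between 6294 and 12637 in Cy5 and between 200 and 281 in Cy3, while Eif2s3y in Cy3 lies at 2393 on replicate 1 and at 14.7 and 7.24 on replicates 2 and 3.

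Across the genome the comparison asked which transcripts differ between the pools. Of 28326 tested probes, 395 were called higher and 1 lower in the channel labelled Lrrc10-/- (limma, adjusted p under 0.05). At an unadjusted p under 0.05, 2567 were higher and 1208 lower, but with median centring in place of loess 1925 were higher and 1939 lower. The called probes that were higher had log2 ratios from 0.64 to 4.41 with a median of 1.16, and 391 of the 395 were higher on all 3 arrays. The rest include probes that had a value on only 2 arrays and were higher on both. Of the genes with a probe called higher, 138 had a further tested probe. The 229 further probes had a median log2 ratio of -0.016 (quartiles -0.12 and 0.16), against 1.14 for the called probes of the same genes, and 3 of them were called. The number of calls depended on each array. Without replicate 3, 1688 probes were higher and 297 lower, among them 393 of the 396 called with all arrays. Without replicate 1 the counts were 2 and 0, and without replicate 2 they were 1 and 0. The methods' t-test at its threshold called 1529 probes higher and 1103 lower, and 0 after Benjamini-Hochberg adjustment.

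**Figure D2:**
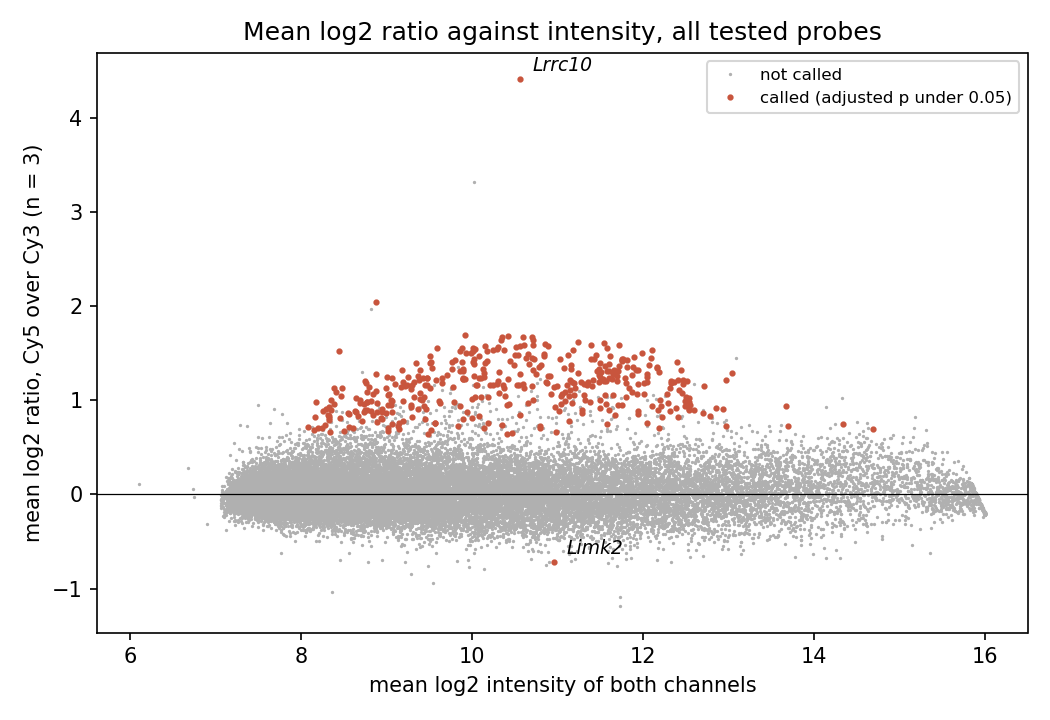
Mean log2 ratio of Cy5 over Cy3 (n = 3 arrays) against mean log2 intensity of both channels, 1 point per tested probe, with called probes in red. Of the 396 called probes, 395 lie above 0 and 1, which reads Limk2, lies below.

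After Lrrc10, the largest rises among called probes whose symbol is in the RefSeq table were those of Kif1c, Gc and Spata32 (some called probes without such a symbol rose more), with mean log2 ratios of 1.69 ± 0.69, 1.68 ± 0.62 and 1.67 ± 0.52 (SD, n = 3) and limma adjusted p-values of 0.0245, 0.0203 and 0.0173. Each was higher on 3 of 3 arrays. None of these 3 was called without replicate 1 or without replicate 2, where the lowest limma adjusted p among them was 0.0712 and 0.163. Other probes of Kif1c averaged 0.29, 0.17 and 0.091, none of them called. The probe called lower read Limk2, at -0.72 ± 0.18 (SD, n = 3; limma adjusted p of 0.0450), and its other probe averaged -0.47. Limk2 was not called without replicate 1 (limma adjusted p of 0.387) or without replicate 2 (0.219). The next 4 falling probes did not pass: Fkbp10 at -0.64, Hunk at -0.67, Pfkl at -0.68 and Tnni2 at -0.65, with limma adjusted p-values of 0.0512, 0.0516, 0.0555 and 0.0595. Without replicate 3 all 4 passed, the highest limma adjusted p being 0.0128.

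The 9 genes that the study names at this stage were examined one by one. None was called in either direction by limma, and none when adjusted over the list alone. The study chose some of them on these arrays, so the list alone is not independent evidence. By qRT-PCR it also reported Actn2, Actc1, Vcl, Ilk, Itgb1, Parva and Nppa as higher in knockout hearts at this stage. It reported more talin protein there by Western blot. Those measurements do not come from the arrays. At an unadjusted p under 0.05, 0 were higher and 2 lower by limma. By the methods' t-test at its threshold, Actg1 was higher and Parva lower among the unsaturated genes, and 0 were called after Benjamini-Hochberg adjustment. Of the 7 genes not saturated in both channels, 6 had a mean log2 ratio below 0. Vcl had -0.46 ± 0.39, Ilk -0.43 ± 0.28, Actn2 -0.28 ± 0.32, Itgb1 -0.27 ± 0.19, Parva -0.26 ± 0.080 and Tln1 -0.20 ± 0.25 (SD, n = 3). Actg1 was at 0.19 ± 0.066, but its other probe averaged -0.27, and Actg1 fell to -0.069 with the software's processed signals. Further probes of Tln1 averaged 0.15 and -0.31. Nppa and Actc1 were saturated in both channels, Nppa on all 3 arrays and Actc1 on at least 2, so neither a fold nor a direction is given for these probes. The unsaturated probe of Nppa averaged -0.37 and was lower on 2 of 3 arrays. Myh7 was saturated on all arrays in both channels. Acta1 averaged -0.11 ± 0.14 (SD, n = 3) and was not called. The Nppb probe, saturated in Cy5 on 1 array, where its ratio is a lower bound, averaged 0.14 and was not called. The other probe of Nppb, not saturated, averaged 0.34. Without replicate 3, Nppb stood at -0.21 and Ilk at -0.58 with a limma adjusted p of 0.0153.

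**Figure D3:**
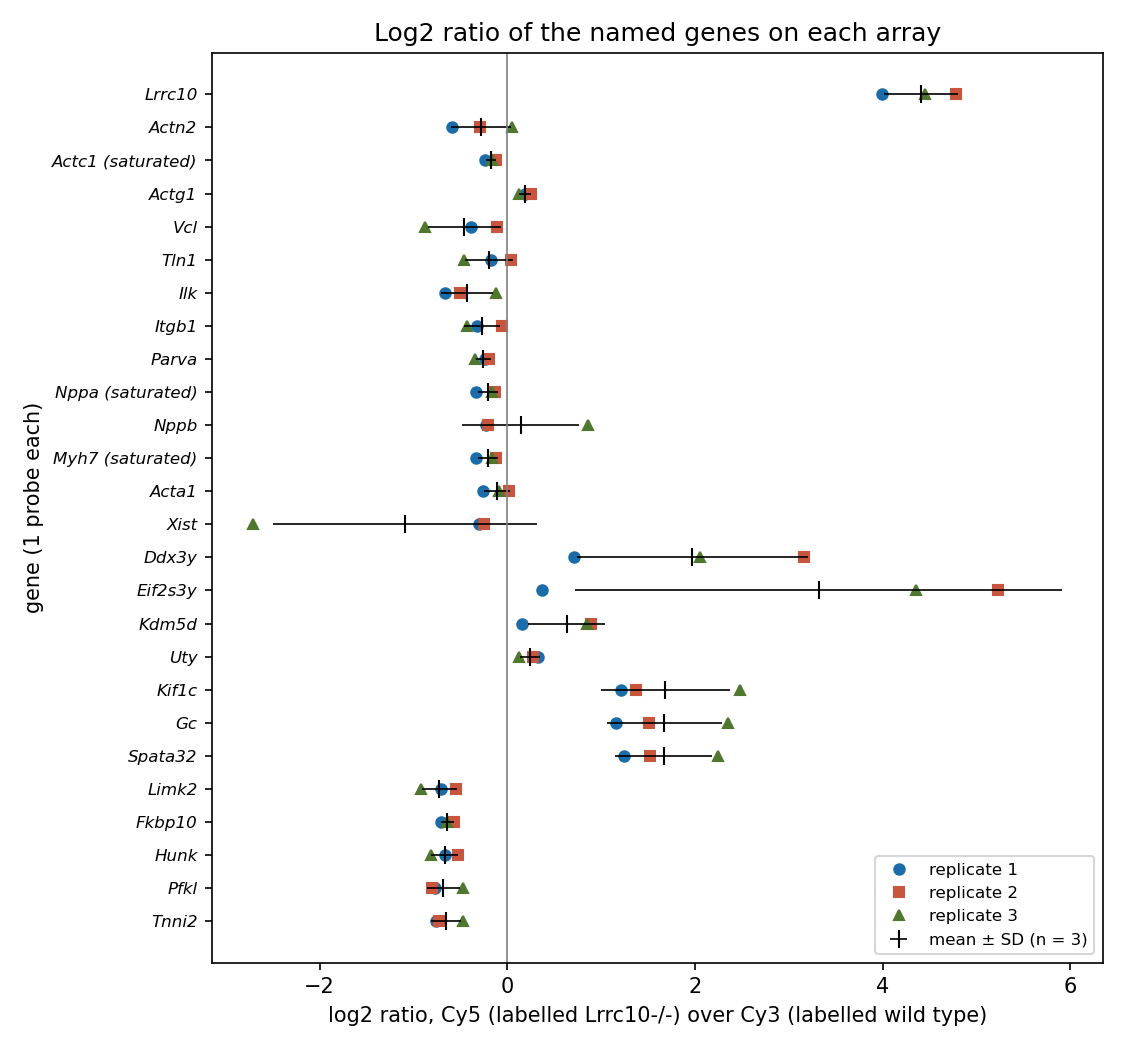
Log2 ratio of Cy5, labelled Lrrc10-/-, over Cy3, labelled wild type, for the named genes on each array (symbols), with the mean and SD over 3 arrays (black). Lrrc10 lies between 3.99 and 4.78, and 6 of the 7 study genes not saturated in both channels have means below 0 (Actg1 lies above, though not with the software's processed signals). The points of the genes marked as saturated are drawn too and lie below 0, but no direction can be read from them.

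Actin cytoskeleton and focal adhesion genes were tested as lists because the study names these pathways. It reports both as higher in Lrrc10-/- hearts at this stage. That result came from pathway enrichment among its selected probes, not from a test of whole lists. The actin cytoskeleton list (139 of 144 genes tested) was lower in the channel labelled Lrrc10-/-, with a median log2 ratio of -0.065 and 82 genes below 0 (camera adjusted p of 0.00960). This call did not hold with fry (adjusted p of 0.734) or with an estimated correlation (adjusted p of 0.554). Read by the labels, the direction of this list is opposite to the one the study reports. The focal adhesion list (171 of 178 genes) had a median of -0.035 and a camera adjusted p of 0.0511. For oxidative phosphorylation (87 genes) the median was 0.022 and the mean 0.035, whereas the camera test pointed lower, with an adjusted p of 0.342. For cardiac muscle contraction (53 of 54 genes) the median was -0.055 and the mean 0.014, and the test pointed lower with an adjusted p of 0.342.

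The study's kind of selection was then applied to the software's log ratios. Of 27585 probes with enough signal, 601 were at least 1.2-fold higher and 36 at least 1.2-fold lower in the channel labelled Lrrc10-/- on all 3 arrays with a software p under 0.05 on each. Turning the sign of replicate 1, 2 or 3 left 24, 78 and 338 probes in all, against 637 with the real signs. Of the 637 probes, 10 (1.57%, exact binomial interval 0.755% to 2.87%) had a mean change between 1.2- and 1.4-fold. Without a p criterion 980 probes were higher and 416 lower, and the share was 23.9%.

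The log2 ratios of the arrays correlated across probes with r of 0.510 for replicates 1 and 2, 0.219 for replicates 1 and 3 and 0.223 for replicates 2 and 3. Probes are not independent replicates. The SD of the log2 ratios was 0.348, 0.318 and 0.380 on replicates 1, 2 and 3. Replicates 2 and 3 shared a scanner model and software version, which replicate 1 did not. With the software version as a block, 1 probe was called higher and 0 lower.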

Values the study reported

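The study described its consistent changes as mostly small, from 1.2- to 1.4-fold on average.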

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

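All tests in this part were chosen after the result was seen. The arrays carry spike-in probes for added control transcripts, which no comparison above uses, and their median signal exceeded the highest negative control spot in both channels of all 3 arrays. The slope of the observed on the expected log ratio, as the software computed it, was 0.339 on replicate 1 (r of 0.255), 0.806 on replicate 2 (r of 0.972) and 0.905 on replicate 3 (r of 0.97). Replicate 1 thus stands apart. The median spike-in signal in Cy3 was 2.92 times that in Cy5 there, against ratios of 0.708 and 0.996 on replicates 2 and 3. Little or no spike-in mix in the Cy5 sample of replicate 1 is a candidate explanation that this ratio allows. Both channels were low there, with spike-in medians of 92.1 in Cy5 and 269 in Cy3. The medians were 2171 and 1537 on replicate 2, and 961 and 957 on replicate 3. On replicate 1, 99.7% of spike-in spots in Cy5 and 69.7% in Cy3 still exceeded the highest negative control spot. The gene probes of replicate 1 give no sign of a weak Cy5 channel, since 88.9% of gene spots were well above background there. No biological explanation was tested, since spike-in transcripts are not from the hearts.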

How the results depend on the processing

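Correction for base content and keeping non-uniform spots were tried only after the data were seen. Lrrc10 was higher in Cy5 under every alternative run, with a mean log2 ratio of 4.22 to 4.62 without 1 replicate. It was no longer past the threshold with the software's processed signals or the series table (5.21 each, limma adjusted p of 0.270 each), with ratios scaled between arrays (4.60, 0.371) and with the methods' t-test (4.41, 0.504). Its adjusted p over the alternatives ranged from 7.82e-17 to 0.504.

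The count of probes higher in Cy5 (395) came to 0 with processed signals, the series table, scaling or the methods' t-test, to 1 with no background correction or with the software version as a block, and to 145 with no filter on dim probes. It ranged from 1 to 1688 without 1 replicate. The count of lower probes (1) came to 0 under all of these settings with 3 arrays, to 2 with median centring or a signal of 20 in both channels, to 3 with an intensity trend or base-content correction, to 10 with separate channels and to 11 with arrayWeights, and ranged from 0 to 297 without 1 replicate. At an unadjusted p under 0.05, median centring gave 1925 higher and 1939 lower probes, against 2567 and 1208. Of the 324 probes called after base-content correction, 314 were among the 396. Scaling raised replicate 3, whose median absolute deviation over gene spots was 0.138 against 0.241 and 0.258. The other causes were not tested.

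The actin cytoskeleton list stayed lower in Cy5 by camera's direction throughout. It was not past the threshold with the methods' t-test (median -0.065, adjusted p of 0.175), fry (-0.065, 0.734) or an estimated correlation (-0.065, 0.554), and its median ranged from -0.096 to -0.042 without 1 replicate, with an adjusted p of 0.150 without replicate 3. The focal adhesion list passed with processed signals or the series table (-0.11 each), no background correction (-0.047), median centring (-0.094), scaling (-0.047), the filter on both channels (-0.035) and an intensity trend (-0.035), and its median ranged from -0.062 to -0.0040 without 1 replicate, passing without replicate 1 or 2. Oxidative phosphorylation passed, lower in Cy5, with processed signals or the series table (-0.071 each) and median centring (-0.085). Its direction turned with the software version as a block (0.066) and fry (0.022), and its median ranged from -0.13 to 0.088 without 1 replicate, passing as lower without replicate 1 and turning higher without replicate 2 or 3. Cardiac muscle contraction passed with processed signals or the series table (-0.15 each). The cause of these changes was not tested.

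Under the 1.2-fold rule, loess log2 ratios with limma's unadjusted p gave 1154 higher and 348 lower probes and a share of 39.7% between 1.2- and 1.4-fold, and no p criterion gave 980, 416 and 23.9%. Without 1 replicate the counts ranged from 955 to 1481 and from 132 to 705, and the share from 4.57% to 4.98%, since 2 arrays are easier to pass than 3. The signal limits left these values within the margin. The mean r of the arrays (0.317) ranged from 0.220 to 0.451 without 1 replicate. None of the 9 study genes was called higher by an adjusted p under any alternative. Called lower was 1 without replicate 3, or 2 when adjusted over the list alone, and 0 under the others. Actg1 turned to -0.069 with processed signals and the series table, and Nppb to -0.21 without replicate 3, in a range up to 0.33. Spots well above background were fewest on replicate 3 (63.9% in Cy5 and 69.3% in Cy3), which limits how many probes pass the filter on dim probes.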

Other observations

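The tests on exchanged dyes, exchanged channels, transcript of the targeted allele, receptor probes, other probes of called genes, scanner and software version, a common wild-type pool and the probes called within 10 Mb of Lrrc10 were chosen only after the results were seen, and those on linked DNA as the cause of the set, on base content and on other probes were altered after a first value was seen. Lrrc10 was higher in the channel labelled Lrrc10-/-. The 2 scanner channels exchanged in the files of replicates 2 and 3 are argued against by spike-in slopes above 0, the lower being 0.806, if the mixes were added to the dyes in the standard way. The dyes of the 2 genotypes exchanged in the labels may account for it: the 7 unsaturated study genes, which the study names as higher in the knockout, had a median log2 ratio of -0.27 in Cy5, at percentile 0.18 of 10000 random lists matched on intensity and cytosine content. The study chose some of these genes on these arrays. For Actn2, Vcl, Ilk, Itgb1 and Parva it also reported a rise in knockout hearts by qRT-PCR, which does not rest on the arrays. Lists of ventricular, smooth muscle and liver genes also had medians below 0, at -0.21, -0.17 and -0.38. Those of endothelial, epicardial and proliferation genes lay above 0, at 0.070, 0.0084 and 0.15. A low median is thus not particular to the study genes. These lists were short, were not set against matched random lists, and saturated probes were not left out of them. How far they weaken this argument for exchanged labels was therefore not settled. Transcript of the targeted allele read by the probe, with the labels right, is not excluded. Lrrc10 lay at percentile 30.5 to 37.9 of the tested probes in Cy3 and at 88.1 to 89.6 in Cy5. With the labels right, wild-type hearts would hold the lower level, whereas the study describes strong Lrrc10 expression in the developing heart. That order argues against this explanation, but levels of different probes do not compare, so the values alone do not exclude it.

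Almost all called probes were higher in Cy5. A change of the genes themselves between the pools is argued against for the 138 genes that had another tested probe, as a set, since those other probes had a median log2 ratio of -0.016. Called probes among them were first left out and then included. For genes with 1 probe it was not tested. Linked donor-strain DNA is argued against as the cause of the set, since 1.29% of the called probes lay within 10 Mb of Lrrc10. Of the probes in that window 5 of 152 (3.29%) were called, against 1.36% elsewhere (Fisher's exact p of 0.0591, two-sided), which leaves those 5 open. This p was the value first set to decide on linked DNA, and the share of called probes replaced it after it was seen. Probes for olfactory, vomeronasal and taste receptors, genes a heart is not expected to express, made up 5.30% of the called probes (exact binomial interval 3.31% to 7.99%) and 1.08% of the others, which is consistent with unspecific signal in Cy5 for that part. Called probes held a median of 16 cytosines and the others 12. The rank correlation of the log2 ratio with cytosine number was 0.12, -0.059 and 0.15 on replicates 1, 2 and 3, so the trend looked for, alike on all arrays, was not found. The correction for base content was tried after this, and 321 probes were called higher with it. Gene-specific dye bias cannot be told apart from genotype, because no array had its dyes exchanged.

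The sign patterns of the arrays cannot exclude chance for the number of called probes, for the probes 1.2-fold different on all 3 arrays or for the actin cytoskeleton list. In each case 1 of the 4 sign patterns of the arrays, the real one, gave a result as large, and 4 patterns cannot give a share under 0.05. The turned patterns gave 0 called probes each.

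The actin cytoskeleton list was lower in the channel labelled Lrrc10-/-. The intensity and base content of the list's probes are argued against, since the list's median of -0.065 lay at percentile 0 of 10000 matched random lists, whose middle 95% ran from -0.015 to 0.076. The list was not past the threshold with fry or an estimated correlation, so a genotype effect stays untested beyond these arrays. The direction of the list would turn with the labels, to the direction the study reports.

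Sex-linked genes differed between the pools. On 3 of 3 arrays the probes representing the 4 Y-linked genes were higher and that of Xist lower in Cy5. A different number of male and female embryos in the pools could give this. On replicate 1 a further Xist probe was higher in Cy5, at 0.22, and a further, untested Uty probe was lower, at -0.21. Y-linked transcripts also differed between the channels labelled wild type. Eif2s3y in Cy3 was not well above background on replicate 3, so its range over the arrays was at least 5.41 on the log2 scale, a value larger than the range of 99.98% of the tested probes, which argues against 1 common pool in Cy3 on all 3 arrays. This is the wild-type pool only if the labels are right. In Cy5 the processed signal of Eif2s3y was 3447, 2644 and 7504 on replicates 1, 2 and 3, and a common pool in Cy5 was not tested.

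A wild-type reference taken from adult hearts is argued against: 1.04% of the tested probes differed by more than 2-fold, and the medians of embryonic globins and proliferation genes were 0.013 and 0.15.

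Replicates 1 and 2 were closer to each other than to replicate 3. Scanner and software version are argued against, since replicates 2 and 3, which share them, had an r of 0.223. Lower signal on replicate 3 is argued against, since among the 7082 brightest probes the pairs with replicate 3 reached an r of 0.270 at most, against 0.671 for replicates 1 and 2. A difference between the pools stays open and was not tested.

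The share of consistent probes between 1.2- and 1.4-fold here was 1.57%, or 23.9% with no p criterion and 39.7% with loess log2 ratios and limma's unadjusted p. Each is lower than the value quoted from the study above. Where a software p under 0.05 is required on each array, small changes are harder to pass. The 1.57% is thus set in part by that filter.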
